# Divergent effects of muscarinic receptor subtype gene ablation on murine colon tumorigenesis reveals association of M3R and zinc finger protein 277 expression in colon neoplasia

**DOI:** 10.1186/1476-4598-13-77

**Published:** 2014-04-03

**Authors:** Kunrong Cheng, Guofeng Xie, Sandeep Khurana, Jonathon Heath, Cinthia B Drachenberg, Jennifer Timmons, Nirish Shah, Jean-Pierre Raufman

**Keywords:** Muscarinic receptors, M3R, M1R, *Chrm1*, *Chrm3*, Mouse models, Colon cancer, Azoxymethane, ZNF277

## Abstract

**Background:**

M3 and M1 subtype muscarinic receptors are co-expressed in normal and neoplastic intestinal epithelial cells. In mice, ablating *Chrm3*, the gene encoding M3R, robustly attenuates intestinal tumor formation. Here we investigated the effects of *Chrm1* gene ablation, alone and in combination with *Chrm3* ablation.

**Methods:**

We used wild-type, *Chrm1*^*-/-*^, *Chrm3*^*-/-*^ and combined *Chrm1*^*-/-*^*/Chrm3*^*-/-*^ knockout (dual knockout) mice. Animals were treated with azoxymethane, an intestine-selective carcinogen. After 20 weeks, colon tumors were counted and analyzed histologically and by immunohistochemical staining. Tumor gene expression was analyzed using microarray and results validated by RT-PCR. Key findings were extended by analyzing gene and protein expression in human colon cancers and adjacent normal colon tissue.

**Results:**

Azoxymethane-treated *Chrm3*^*-/-*^ mice had fewer and smaller colon tumors than wild-type mice. Reductions in colon tumor number and size were not observed in *Chrm1*^*-/-*^ or dual knockout mice. To gain genetic insight into these divergent phenotypes we used an unbiased microarray approach to compare gene expression in tumors from *Chrm3*^*-/-*^ to those in wild-type mice. We detected altered expression of 430 genes, validated by quantitative RT-PCR for the top 14 up- and 14 down-regulated genes. Comparing expression of this 28-gene subset in tumors from wild-type, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual knockout mice revealed significantly reduced expression of *Zfp277*, encoding zinc finger protein 277, in tissue from M3R-deficient and dual knockout mice, and parallel changes in Zfp277 protein expression. Notably, mRNA and protein for ZNF277, the human analogue of Zfp277, were increased in human colon cancer compared to adjacent normal colon, along with parallel changes in expression of M3R.

**Conclusions:**

Our results identify a novel candidate mouse gene, *Zfp277,* whose expression pattern is compatible with a role in mediating divergent effects of *Chrm3* and *Chrm1* gene ablation on murine intestinal neoplasia. The biological importance of this observation is strengthened by finding increased expression of *ZNF277* in human colon cancer with a parallel increase in M3R expression. The role of zinc finger protein 277 in colon cancer and its relationship to M3R expression and activation are worthy of further investigation.

## Background

Activation of muscarinic receptors and downstream signaling was shown to stimulate proliferation of cells derived from lung [1,2], breast [3,4], prostate [5], colon [6,7], and skin [8] cancers, and muscarinic receptors are frequently over-expressed in these common cancers [9]. Hence, it is highly likely that activation of muscarinic receptor signaling plays a fundamentally important role in neoplastic transformation and progression.

Of five cholinergic muscarinic receptor subtypes, designated M1R – M5R [10], human colon cancer cells express primarily M3R. M3R activation stimulates cell proliferation, survival, migration and invasion [6,11-14] – key hallmarks of neoplasia [15]. Human colon cancer cells also produce and release acetylcholine at concentrations capable of activating M3R and stimulating cell proliferation, identifying the capacity for autocrine and paracrine stimulation of M3R signaling [11]. Jointly, these *in vitro* studies provided strong evidence that M3R expression and signaling are particularly important in the progression of colon neoplasia.

Mice with targeted knockout of genes encoding each of the five muscarinic receptor subtypes (*Chrm1* – *Chrm5*) are useful for investigating their biological functions [16-18]. We showed that ablating *Chrm3*, the gene encoding M3R, attenuates colon neoplasia in mice treated with azoxymethane (AOM), a colon-selective carcinogen [19]. Compared to AOM-treated WT mice, AOM-treated *Chrm3* knockout mice had 40% and 60% reductions in tumor number and size, respectively. Similar results were obtained using *Apc*^*min/+*^ mice, a genetic model of intestinal neoplasia [20]. These findings suggested to us that treatments directed at reducing M3R expression, activation or downstream signaling might be useful to prevent or treat colon neoplasia. Indeed, *Apc*^*min/+*^ mice treated with scopolamine butylbromide, an inhibitor of muscarinic receptor activation, developed fewer intestinal tumors than vehicle-treated control mice [20].

Many cell types co-express muscarinic receptor subtypes [17]. Using *in situ* hybridization, we demonstrated expression of mRNA for both M1R and M3R in murine gastric [21] and colonic [19] epithelial cells. Likewise, human colon cancer cells used to investigate *in vitro* actions of muscarinic receptors and ligands express a mixture of M3R and M1R, with a predominance of M3R [13,22]. Whereas expression of multiple muscarinic receptor subtypes in the same cell type is likely to provide growth and survival advantages, it can also result in complex, unpredictable interactions. This was apparent when we examined the impact of *Chrm1* and *Chrm3* co-expression in gastric chief cells that synthesize and release the pro-enzyme pepsinogen [21]. M3R deficiency did not alter carbamylcholine (carbachol)-induced pepsinogen release, but M1R deficiency resulted in a 25% decrease in pro-enzyme release [21]. Strikingly, in mice deficient in both M1R and M3R, carbachol-induced pepsinogen secretion was totally abolished [21].

These observations motivated us to examine the role of M1R (*Chrm1*) expression in colon neoplasia and to determine whether knocking out both M1R (*Chrm1*) and M3R (*Chrm3*) in the same animal (hereafter called dual KO mice) would more effectively attenuate AOM-induced colon neoplasia than M3R (*Chrm3*) knockout alone. We also took advantage of these murine models to identify genes whose expression levels might be relevant to resulting colon tumor phenotypes.

## Results

### Effects of M1R, M3R and dual knockout on murine colon neoplasia

We treated WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice with phosphate buffered saline (vehicle control) or AOM, a colon-selective carcinogen [19] (Figure 1A). As reported previously [23], at baseline *Chrm3*^*-/-*^ mice weighed 15-20% less than WT mice (Figure 1B). At baseline, *Chrm1*^*-/-*^ mice also weighed less than WT mice, but in contrast to *Chrm3*^*-/-*^ mice, their weights approached those of WT mice by the end of the 20-week study period (Figure 1B).

**Figure 1:**
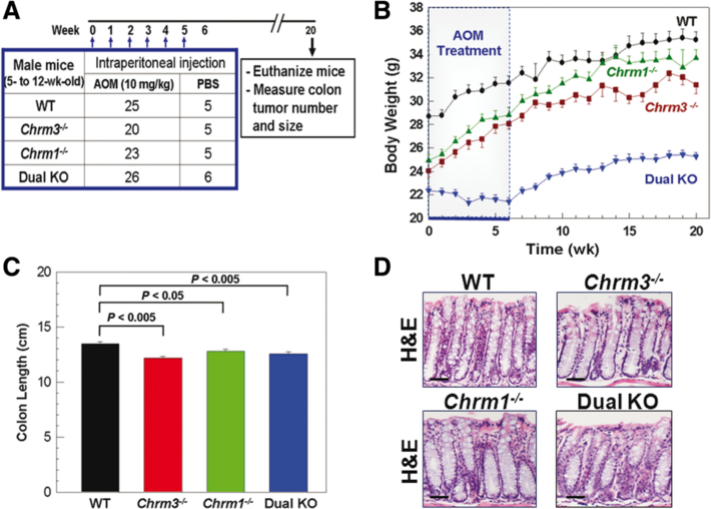
**Study protocol, animal weights, colon length and histological appearance of colon sections from mice with different *Chrm *genotypes. A**: Schematic of study design; WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO male mice were treated with intraperitoneal injection of AOM (10 mg/kg) or an equal volume of vehicle (phosphate buffered saline) weekly for 6 weeks and followed for a total of 20 weeks. At 20 weeks, animals were euthanized and colon tumor number and size, and mucosal markers of proliferation and apoptosis were measured. **B**: Weights of AOM-treated mice during the 20-week study (mean ± S.E.). **C**: Colon length of AOM-treated mice was measured following euthanasia at 20 weeks (mean ± S.E.). **D** No morphological differences were seen in hematoxylin and eosin (H&E)-stained microscopic sections of normal colon tissue from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. Size bars = 50 micrometers.

As a group dual KO mice were extremely frail, necessitating a modified study design; whereas AOM treatment was started in six-week-old *Chrm3*^*-/-*^ and *Chrm1*^*-/-*^ mice, AOM treatment was delayed in dual KO mice until they were 11 to 12-weeks-old and better able to tolerate AOM treatment [24]. Even with this modification, at 11-12 of age dual KO mice weighed ~25% less than WT mice (Figure 1B), and in contrast to the other genotypes dual KO mice lost weight during the first six weeks of AOM treatment; at 20 weeks they still weighed ~30% less than WT mice (Figure 1B).

Although the gross anatomical appearance of colons in knockout mice was normal, we detected a modest but statistically significant reduction in colon length (Figure 1C). These differences probably reflect the lower body weights of *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO compared to WT mice (Figure 1B). Colon length was not significantly different when compared within the three groups of knockout mice. Microscopic review of H&E-stained tissue sections from untreated (no AOM or vehicle) mice with the four muscarinic receptor genotypes by a senior gastrointestinal pathologist (CD) revealed no differences in colon epithelial morphology (Figure 1D).

Mice treated with vehicle alone did not develop colon neoplasia (not shown). Representative photographs in Figure 2A show robust colon tumor formation in AOM-treated mice. At the 20-week end-point, only colons from *Chrm3*^*-/-*^ mice had reduced tumor burden compared to WT mice (Figure 2A). Tumor measurements revealed 28 and 74% reduction, respectively, in tumor number and size for *Chrm3*^*-/-*^ compared to WT mice (*P* < 0.05 and *P* < 0.005, respectively) (Figure 2B and C), consistent with our previous work [19]. When colon tumors were stratified by volume (Figure 2D), a shift in tumor size in *Chrm3*^*-/-*^ mice towards smaller lesions (< 2 mm^3^) became evident.

**Figure 2:**
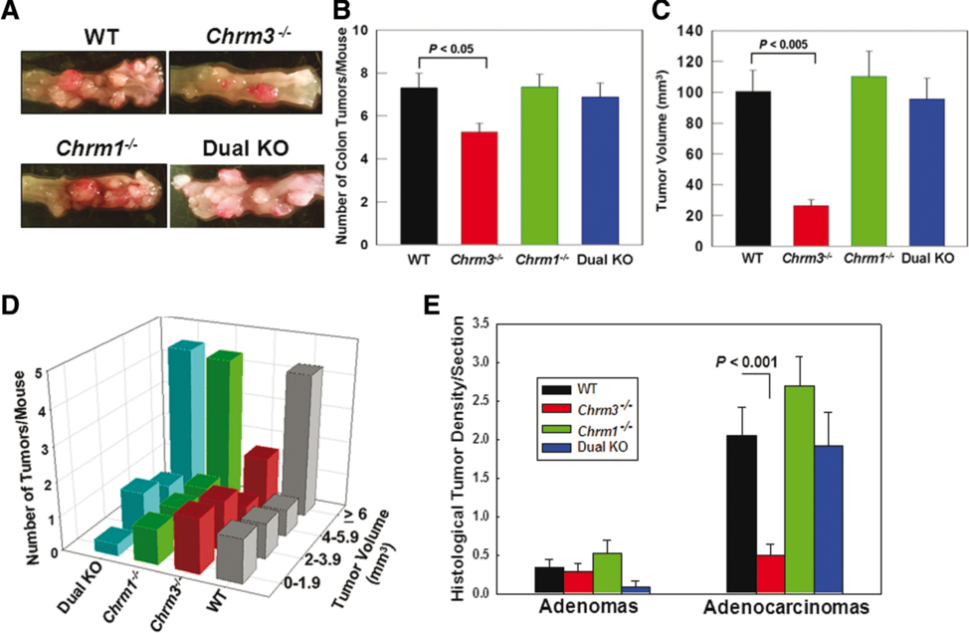
**Measurement of colon tumor number and size 20 weeks after starting AOM treatment. A**: Representative photographs of resected distal colon from AOM-treated mice with different *Chrm* genotypes. **B**: Tumor number was reduced in AOM-treated *Chrm3*^*-/-*^ compared to WT mice (*P* < 0.05). There was no significant difference in tumor number in *Chrm1*^*-/-*^ and dual KO compared to WT mice (mean ± S.E.). **C**: Reduced tumor volume in *Chrm3*^*-/-*^ compared to WT mice (*P* < 0.005). Tumor volume in *Chrm1*^*-/-*^ and dual KO compared to WT mice was not significantly different (mean ± S.E.). **D**: Histogram of tumor volume in AOM-treated WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. **E**: Numbers of adenomas and adenocarcinomas per section in AOM-treated WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice.

We were surprised to observe that genetic ablation of *Chrm1* did not alter the number or volume of colon tumors in *Chrm1*^*-/-*^ mice compared to WT mice (Figure 2A-D). Even more surprising were the outcomes in dual KO mice; tumor number and volume were only slightly reduced compared to those in WT and *Chrm1*^*-/-*^ mice (Figure 2A-D). That is, concomitant genetic ablation of *Chrm1* in *Chrm3*^*-/-*^ mice appeared to mitigate reductions in both colon tumor number and volume that we repeatedly observed in AOM-treated *Chrm3*^*-/-*^ compared to WT mice (Figure 2A-D) [19].

As shown in Figure 2E, in WT, *Chrm1*^*-/-*^ and dual KO mice the majority of colon tumors were adenocarcinomas. In contrast, *Chrm3*^*-/-*^ mice had nearly equivalent numbers of adenomas and adenocarcinomas. Although adenomas were numerically less frequent in dual KO compared to WT mice (Figure 2E), this was not a significant difference (*P* = 0.1). Likewise, there were no significant differences in the numbers of adenocarcinomas per section when comparing *Chrm1*^*-/-*^, dual KO and WT mice. Conversely, the 76% reduction in adenocarcinomas in colons from *Chrm3*^*-/-*^ compared to WT mice was highly significant (*P* < 0.001) (Figure 2E). These findings suggest that the major impact of M3R deficiency in AOM-treated mice is to block progression of colon adenomas to adenocarcinomas.

We evaluated the multiplicity of adenocarcinomas per section; 56% of *Chrm3*^*-/-*^ mouse colons had no adenocarcinomas and only one *Chrm3*^*-/-*^ mouse had more than one colon adenocarcinoma. In contrast, more than 50% of WT, *Chrm1*^*-/-*^ and dual KO mice had multiple (two to seven) adenocarcinomas per section and only two of 20 WT (10%) and one of 12 dual KO (8%) mice had no adenocarcinomas (*P* < 0.01 for reduced multiplicity of tumors in colons from *Chrm3*^*-/-*^ mice vs. colons from the other three genotypes). Colons from all *Chrm1*^*-/-*^ mice contained at least one adenocarcinoma.

We considered the possibility that modifying our protocol to delay AOM treatment of frail dual KO mice until they were 12 weeks old might have impacted outcomes – AOM treatment in the three other genotypes started when mice were six weeks old. To exclude this as a confounder, we started AOM treatment in WT mice at six (N = 25) or 12 (N = 16) weeks of age. Twenty weeks after starting AOM treatment there was no difference in tumor number or volume when comparing mice that started AOM treatment at age six versus 12 weeks (Additional file 1). We concluded that the failure to observe reduced tumor number and size in AOM-treated dual KO mice cannot be attributed to the delay in initiating AOM treatment.

### Effect of M1R, M3R and dual knockout on tumor cell proliferation and apoptosis

To determine whether changes in tumor number and size resulted from differences in cell proliferation and apoptosis, we examined Ki67 and activated caspase-3 staining, respectively. Figure 3A shows representative micrographs of Ki67 staining in adenomas from AOM-treated WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. Compared to adenomas from AOM-treated WT mice, Ki67 staining was significantly reduced in those from *Chrm3*^*-/-*^ and dual KO but not *Chrm1*^*-/-*^ mice (Figure 3). Figure 3B shows 58% reduction in Ki67-positive cells in adenomas from *Chrm3*^*-/-*^ compared to those from WT mice (*P* < 0.01). Ki67 staining was reduced 42% in dual KO mice (*P* < 0.05 compared to WT mice). Thus, although Ki67 staining was significantly reduced in dual KO compared to WT mice, this reduction was less than that observed in *Chrm3*^*-/-*^ mice (Figure 3B), suggesting that in AOM-treated mice concomitant ablation of *Chrm1* mitigates anti-proliferative effects of *Chrm3* gene ablation.

**Figure 3:**
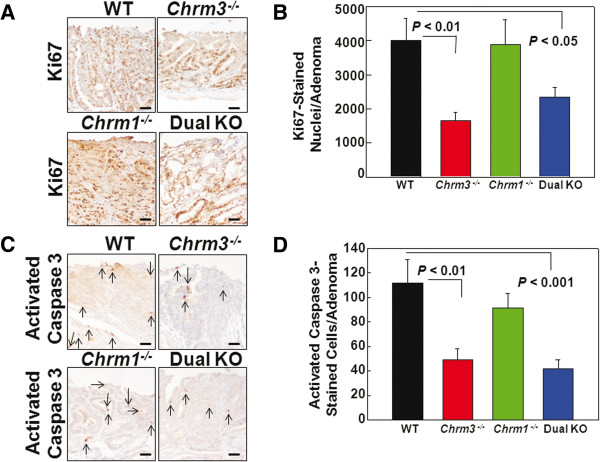
**Markers of cell proliferation and apoptosis in colon adenomas from AOM-treated mice. A**. Representative staining for Ki67 in adenomas from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. **B**. Ki67 staining was significantly reduced in adenomas from *Chrm3*^*-/-*^ and dual KO compared to WT mice. **C**. Representative staining for activated caspase-3 in adenomas from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. Stained cells are indicated by arrows. **D**. Activated caspase-3 staining was significantly reduced in adenomas from *Chrm3*^*-/-*^ and dual KO compared to WT mice. For *B* and *D*, N = 22 WT, 19 *Chrm3*^*-/-*^, 23 *Chrm1*^*-/-*^ and 12 dual KO mice. Size bars = 200 micrometers.

Figure 3C shows representative micrographs of activated caspase-3 staining in adenomas from AOM-treated WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. The number of apoptotic cells in adenomas from AOM-treated mice was almost two orders of magnitude lower than the number of proliferating cells (compare scales for vertical axes in Figure 3B and D). Apoptotic cells were reduced in adenomas from *Chrm3*^*-/-*^ and dual KO compared to WT mice (*P* < 0.01 and < 0.001, respectively). In contrast, apoptotic cells were not significantly different in adenomas from *Chrm1*^*-/-*^ and WT mice (Figure 3D).

### Genes differentially expressed in colon tumors from WT and *Chrm3*^*-/-*^ mice

Tissues obtained in these experiments provided an opportunity to identify novel genes and signaling pathways potentially underlying tumor-promoting actions of M3R activation in the colon [6,11-14]. We designed an experimental strategy using gene microarray to compare gene expression profiles in tumors from *Chrm3*^*-/-*^ and WT mice, and thereby identify novel candidate M3R-regulated genes worthy of further exploration. To exclude changes in gene expression that resulted from neoplastic transformation but were not a specific consequence of changes in M3R expression, we used qPCR to validate key microarray findings and compare expression of candidate genes in tumors from *Chrm3*^*-/-*^, *Chrm1*^*-/-*^, dual KO and WT mice. We reasoned that genes whose expression levels were different in tumors from *Chrm3*^*-/-*^ compared to WT mice, but not in tumors from *Chrm1*^*-/-*^ compared to WT mice, would more likely be relevant to M3R-induced colon tumor promotion. Although this approach has potential limitations we thought it would provide useful information regarding potential molecular pathways underlying the different tumor phenotypes.

We used an Illumina gene microarray to compare expression profiles for 19,100 genes in tumors from *Chrm3*^*-/-*^ and WT mice. 

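Colon tumor RNA from 3 WT and 3 *Chrm3*-/- mice was measured with 1 array per mouse on the Illumina BeadChip, on which transcripts are read by short probes bound to beads. *Chrm3*, the gene deleted in the knockout mice, was read by a single probe. Its normalized intensity was 4.26 ± 4.15 (SD, n = 3) in WT tumors and 26.4 ± 5.20 (SD, n = 3) in *Chrm3*-/- tumors, a log2 fold change of 0.49 (standard error 0.10, adjusted p = 0.365 from limma). All 3 *Chrm3*-/- arrays lay above all 3 WT arrays, and on a plain log2 scale the fold change was 3.04 (adjusted p = 0.513). WT replicates 2 and 3 read 1.80 and 1.93, under the limit of 2 described below, so the plain log2 value is not a measured fold. The position of the probe relative to the deleted part of the gene is not given in the sources used here, so the probe checks neither genotype nor labels. The probes of *Chrm1*, *Chrm2*, *Chrm4* and *Chrm5*, the other muscarinic receptor genes, were too dim to be tested. *Gapdh*, a glycolytic enzyme used as the qPCR control, read 7721 ± 291 (SD, n = 3) in WT and 7177 ± 676 (SD, n = 3) in *Chrm3*-/- tumors, with a log2 fold change of -0.11 (standard error 0.12). By the methods, mice were given 6 weekly injections of 10 mg/kg AOM from 6 weeks of age and killed 20 weeks after the first injection, whereas the sample descriptions give an age of 7 months. The authors normalized the intensities by cubic splines without background subtraction. In the deposited table, the 6 arrays hold an identical set of values in different orders, and 45.8% of the probes on each array carry evenly spaced values under 2, which were read as not above background. The intensities were analyzed as log2(value + 50), which holds back the noise of dim probes and makes the fold changes of dim genes smaller. Where a probe was under 2 on all arrays of a genotype, its fold is a lower bound on this scale, with 2 in place of its own values. Of the 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 were not listed in the annotation used here. The 22641 probes with a mean log2 value at or above the median, which cover 12193 named genes, were tested with limma and Benjamini-Hochberg adjustment. Pearson correlations between arrays across all 45281 probes, with dim ones included, were 0.982 to 0.986 within WT and 0.916 to 0.973 within *Chrm3*-/-. *Chrm3*-/- replicate 1 stood apart, with a score of 87.8 on the first principal component (53% of the variance) against -45.5 to -6.15 on the other 5 arrays. The number of arrays limits the precision, and an exact permutation test of 3 against 3 cannot give a p under 0.1.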

Using 474 probes, we identified 430 genes either up- or down-regulated by enrichment scores of at least 1.3 (equivalent to a non-log scale value of 0.05) in tumors from AOM-treated *Chrm3*^*-/-*^ mice compared to those from WT mice. 

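*Plk1*, a kinase that drives mitosis, rose in *Chrm3*-/- tumors from 6.90 ± 2.68 to 477 ± 226 (SD, n = 3 each). *Cops8*, a subunit of the COP9 signalosome, rose with a log2 fold change of 3.20 (standard error 0.22, adjusted p = 0.00638 from limma), and *Psmd8*, a subunit of the proteasome cap, with 3.01 (standard error 0.20, adjusted p = 0.00633). As groups, proteasome genes (14 of 18 below WT, median -0.12, camera adjusted p = 0.368), COP9 signalosome genes (median 0.05 over 9, adjusted p = 0.317) and cell proliferation genes (adjusted p = 0.955) did not pass. *Ctsb*, a lysosomal protease, fell from 9708 ± 964 to 770 ± 254 (SD, n = 3 each), and *Prcp*, a lysosomal carboxypeptidase, from 1061 ± 98.0 to 105 ± 36.3. *Cdkn2b*, the inhibitor p15 of cyclin-dependent kinases, had a log2 fold change of -3.24 (standard error 0.33, adjusted p = 0.0321). *Mgp*, a matrix protein that blocks calcification, and *Slc25a17*, a peroxisomal carrier, fell as well, with log2 fold changes of -3.06 (standard error 0.31, adjusted p = 0.029) and -2.62 (standard error 0.20, adjusted p = 0.0085). The genes named here from *Plk1* to *Slc25a17* were each read by 1 tested probe. Whether their whole transcript level changed could therefore not be checked with another probe. Of the 22641 probes tested, 28 passed an adjusted p of 0.05 in limma, 11 higher and 17 lower in *Chrm3*-/- tumors. They named 23 genes, 9 higher and 14 lower, and 5 of the probes had no gene symbol here. In the 9 of these 23 genes with another probe of a mean value of at least 100, that probe changed far less. The median ratio of its log2 fold change to that of the probe that passed was 0.14. Of the 23 genes, 17 are shown in Figure 4A. The other 6 all fell, and were *Zcchc9*, *C9orf72*, *Necap2*, which acts in endocytosis, *Srp9*, a subunit of the signal recognition particle, *Celsr1*, a cadherin of planar cell polarity, and *Tbc1d10c*. At an unadjusted p of 0.05 there were 1091 probes, with 1132 expected by chance. On 10.7% of the probes the 3 *Chrm3*-/- arrays did not overlap the 3 WT arrays, where chance gives 10%. The count of 28 was 6 without WT replicate 1, 5 without WT replicate 2, 4 without WT replicate 3 and 4 without *Chrm3*-/- replicate 3. Without *Chrm3*-/- replicates 1 and 2 the count was 31 and 24, with 22 and 16 of the 28 probes shared. It was 44 on a plain log2 scale, 12 with no filter on dim probes, 9 with the methods' t-test after adjustment and 252 with arrays weighted by their quality. The weights came with a warning that they did not converge. *Chrm3*-/- replicate 3 had a weight of 6.12, against 0.256 and 0.386 for *Chrm3*-/- replicates 1 and 2. The paper took genes that differed between the genotypes as candidates for regulation by M3R. It then narrowed them by qPCR, by comparison with *Chrm1*-/- and dual KO tissue and by protein staining.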

Ingenuity Pathway Analysis of this data set did not reveal involvement of a known pathway to explain tumor attenuation in AOM-treated *Chrm3*^*-/-*^ compared to WT mice (data not shown).

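Genes of fibroblasts and the extracellular matrix were lower in *Chrm3*-/- tumors as a group, with 13 of 15 measured members below WT and a median log2 fold change of -0.51 (limma camera, adjusted p = 3.08e-09, but adjusted p = 0.327 with an estimated correlation). Over all probes tested *Mgp* was the 1 member that passed, and 9 members were lower when adjusted over the list alone. Among these, *Col1a1*, *Col3a1* and *Col1a2*, which encode fibrillar collagens, had log2 fold changes of -1.52 (standard error 0.28), -0.85 (standard error 0.19) and -0.46 (standard error 0.12). All 14 measured matrix metalloproteinases, inhibitors and plasminogen activator genes lay below WT, with a median of -0.65 (adjusted p = 0.000169, and adjusted p = 0.752 with an estimated correlation). The median was -0.25 without *Chrm3*-/- replicate 1, and the call was lost with arrayWeights (adjusted p = 0.0902). None of them passed by itself, and *Mmp9* and *Mmp13*, which degrade gelatin and collagen, had values of -2.02 (standard error 0.81) and -1.86 (standard error 0.70). Of 17 inflammatory cytokines and chemokines, 15 lay below WT, with a median of -0.63 (adjusted p = 0.0094, and adjusted p = 0.848 with an estimated correlation). Their call was lost without WT replicate 1 (adjusted p = 0.401), without *Chrm3*-/- replicate 2 (adjusted p = 0.245) and with arrayWeights (adjusted p = 0.819). None passed by itself, and the neutrophil attractants *Cxcl1* and *Cxcl2* had values of -1.44 (standard error 0.82) and -1.18 (standard error 0.49). Enzymes and regulators of cholesterol synthesis had a median of -0.34 over 11 members, none of which passed alone (adjusted p = 0.00093, and adjusted p = 0.752 with an estimated correlation). *Mvk* and *Srebf2*, an enzyme and the main regulator of the pathway, had -0.57 (standard error 0.17) and -0.50 (standard error 0.18). All 11 smooth muscle genes lay above WT, with a median of 0.81 (adjusted p = 0.00076, and adjusted p = 0.752 with an estimated correlation), and none passed alone. Without *Chrm3*-/- replicate 1 their median was 0.18 and the call was lost (adjusted p = 0.132). Wnt and beta-catenin targets had a median of -0.63 over 17 members, none of which passed alone (adjusted p = 0.0226, and adjusted p = 0.964 with an estimated correlation), which became 0.26 without that array (adjusted p = 0.132). The Wnt call was also lost without WT replicate 1 (adjusted p = 0.177) and with arrayWeights (adjusted p = 0.963). Relative to the other 5 arrays, *Chrm3*-/- replicate 1 had higher medians for smooth muscle (2.07), enteroendocrine cells (2.08), absorptive colonocytes (1.76), T and NK cells (1.60) and B and plasma cells (1.47), and lower medians for Wnt targets (-1.96), red blood cells (-1.82) and metalloproteinases (-1.13). Of 51 lists tested, 15 passed with the preset correlation of camera and none with an estimated correlation, where 1 had an unadjusted p under 0.05. None passed the directional test of fry, where 6 had an unadjusted p under 0.05. The mixed test of fry, which counts changes in either direction, was passed by 10 lists. Among them were the proteasome genes (adjusted p = 1.67e-05), of which 1 of 18 passed alone, *Psmd8*. That gene was chosen for Figure 4A on these same arrays, so the mixed result of its list is not independent evidence. The mixed test was not run without the genes of Figure 4A. With camera at the preset correlation, 16 lists passed without *Chrm3*-/- replicate 1, 9 of them also among the 15. Without the genes of Figure 4A, 11 passed in camera.

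**Figure D1:**
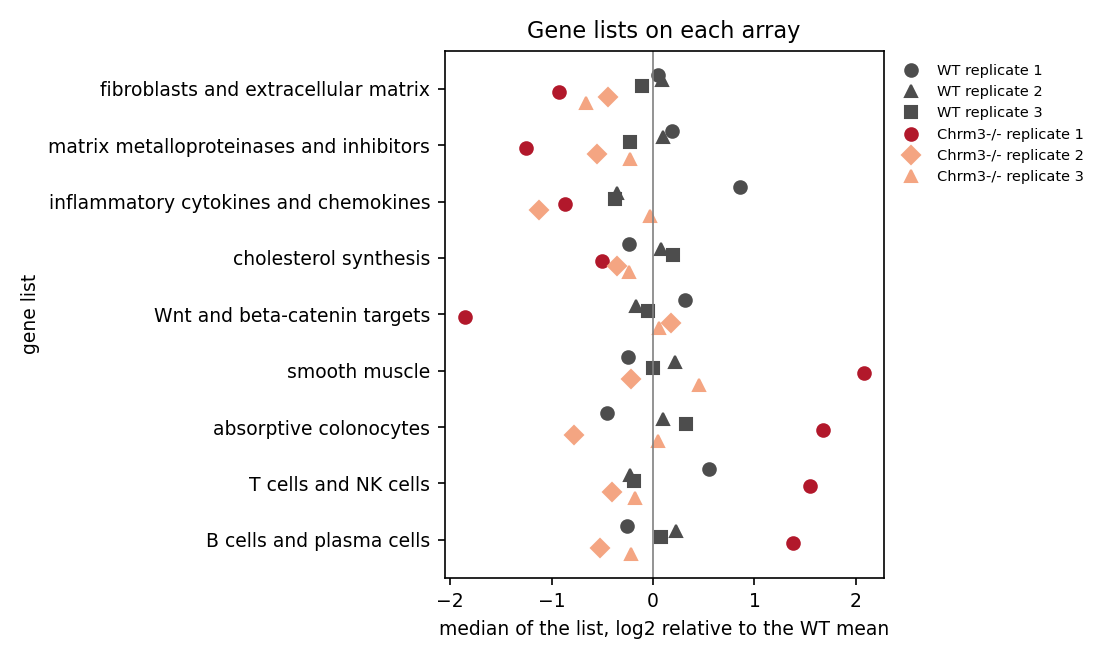
Median of each gene list on each array, as log2 relative to the WT mean (horizontal axis), for 9 gene lists (vertical axis). Grey symbols are the 3 WT arrays, the dark red circle is *Chrm3*-/- replicate 1 and light symbols are *Chrm3*-/- replicates 2 and 3.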

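Among genes with large fold changes that did not pass the adjusted p over all probes, *Slpi*, a protease inhibitor of mucosal secretions, read 3107 ± 1646 (SD, n = 3) in WT and 342 ± 416 (SD, n = 3) in *Chrm3*-/- tumors (adjusted p = 0.468 from limma). *Isl1*, a transcription factor of endocrine cells, and *Nanos1*, an RNA-binding regulator of germ cells, had log2 fold changes of -2.85 (standard error 0.66, adjusted p = 0.468) and -2.36 (standard error 0.45, adjusted p = 0.259). *Psca*, a surface antigen of epithelial cells, and *Pdrg1* had -2.87 (standard error 0.45, adjusted p = 0.131) and -2.57 (standard error 0.52, adjusted p = 0.318). *Rnase4*, a secreted ribonuclease, had a log2 fold change of 5.02 (standard error 1.07, adjusted p = 0.38) at one probe, and 0.97 (standard error 0.27) at the probe with the higher mean log2 value. *Pmp22*, a myelin protein that epithelial cells also make, read 2544 ± 2633 (SD, n = 3) in *Chrm3*-/- and 215 ± 73.6 (SD, n = 3) in WT tumors at one probe (adjusted p = 0.51), and had a log2 fold change of 0.12 (standard error 0.72) at the other. *Fam101b* (now *Rflnb*) had 0.35 (standard error 0.35), and the 3 probes of *Pisd*, a mitochondrial enzyme that makes phosphatidylethanolamine, had -0.05 to 0.15. By the most changed probe of each gene, 17 of 26 genes of Figure 4A passed, 9 higher and 8 lower, and 24 passed when adjusted over the list alone. All 26 lay in the direction of the heat map. Neither this nor the counts adjusted over the list alone are independent evidence, since the genes were chosen on these arrays. The most changed probe was picked by its change as well. Of the 26, 19 ranked among the 14 probes with the highest or the 14 with the lowest log2 fold change, 8 and 11. By the brightest probe of each gene, the rule fixed for these counts, 10 of 26 passed, 3 higher and 7 lower, and 19 when adjusted over the list alone. With this probe 25 of 26 lay in the direction of the heat map. The other 2 of the 28 genes had no probe named here. By the brightest probe the count was 1 without WT replicate 2, WT replicate 3 or *Chrm3*-/- replicate 3, and 2 without WT replicate 1. It was 10 and 7 without *Chrm3*-/- replicates 1 and 2.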

Surmising that M3R-regulated genes important for colon tumor promotion would undergo relatively large changes in expression, for further analysis we arbitrarily set a cut-off at the top 14 down-regulated and top 14 up-regulated genes identified by microarray in tumors from *Chrm3*^*-/-*^ compared to WT mice, a total of 28 genes (Figure 4A). The heat map deriving from this ‘validation set’ demonstrates consistent changes in gene expression in tumors from three mice from each genotype. 

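*Zfp277*, a zinc finger protein that works with polycomb complexes, fell from 720 ± 77.7 to 101 ± 8.33 (SD, n = 3 each), a log2 fold change of -2.35 (standard error 0.17, adjusted p = 0.00638 from limma). A dimmer *Zfp277* probe read 62.2 ± 7.79 in WT and 14.2 ± 9.55 in *Chrm3*-/- tumors (SD, n = 3 each), with -0.81 (standard error 0.15, adjusted p = 0.25). On a plain log2 scale, without the offset, the fold changes of these *Zfp277* probes were -2.83 and -2.32, and another probe was too dim to be tested. *Mgst1*, a microsomal glutathione transferase, read 434 ± 43.9 (SD, n = 3) in WT and under 2 in all *Chrm3*-/- tumors, at least 9.28-fold lower (adjusted p = 0.00218). The other *Mgst1* probe read 795 ± 23.3 and 684 ± 483 (SD, n = 3 each), with a log2 fold change of -0.47 (standard error 0.52). *Dusp16*, a phosphatase of JNK kinases, rose at one probe by 3.03 (standard error 0.26, adjusted p = 0.0171), while its other probes had log2 fold changes of 0.11 (standard error 0.28) and 0.12 (standard error 0.23). *Riok1*, a kinase of ribosome assembly, rose from under 2 in all WT tumors to 275 ± 93.1 (SD, n = 3), at least 6.10-fold, and had 0.02 (standard error 0.21) at its other probe. *Mrpl10*, a mitochondrial ribosomal protein, rose at one probe by 2.14 (standard error 0.16, adjusted p = 0.0085) and had -0.35 (standard error 0.20) at a brighter probe. *Tpmt*, which methylates thiopurines, rose by 2.51 (standard error 0.28, adjusted p = 0.0427), with 0.61 (standard error 0.21) and 0.17 (standard error 0.20) at its other probes. *Aldh3a2*, a fatty aldehyde dehydrogenase, rose by 2.16 (standard error 0.23, adjusted p = 0.0344), with 0.55 (standard error 0.24) at a brighter probe. On each of the 28 probes that passed, the 3 *Chrm3*-/- arrays lay on one side of the 3 WT arrays. By the most changed probe, this held for 25 of the 26 genes of Figure 4A with a probe named here. Of the 23 genes that passed, 9 had another probe with a mean value of at least 100, and in all 9 its log2 fold change was under 50% of that of the probe that passed. None of these 12 other probes passed, and 14 genes had no other probe as bright. The calls of *Zfp277* and *Dusp16* were lost without any 1 of the WT replicates or without *Chrm3*-/- replicate 3. Most other calls were lost there too. With any probe, 17 genes of Figure 4A passed on all arrays and 4 without WT replicate 1. Without WT replicate 2, WT replicate 3 or *Chrm3*-/- replicate 3, the count was 3. It was 16 and 13 without *Chrm3*-/- replicates 1 and 2.

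**Figure D2:**
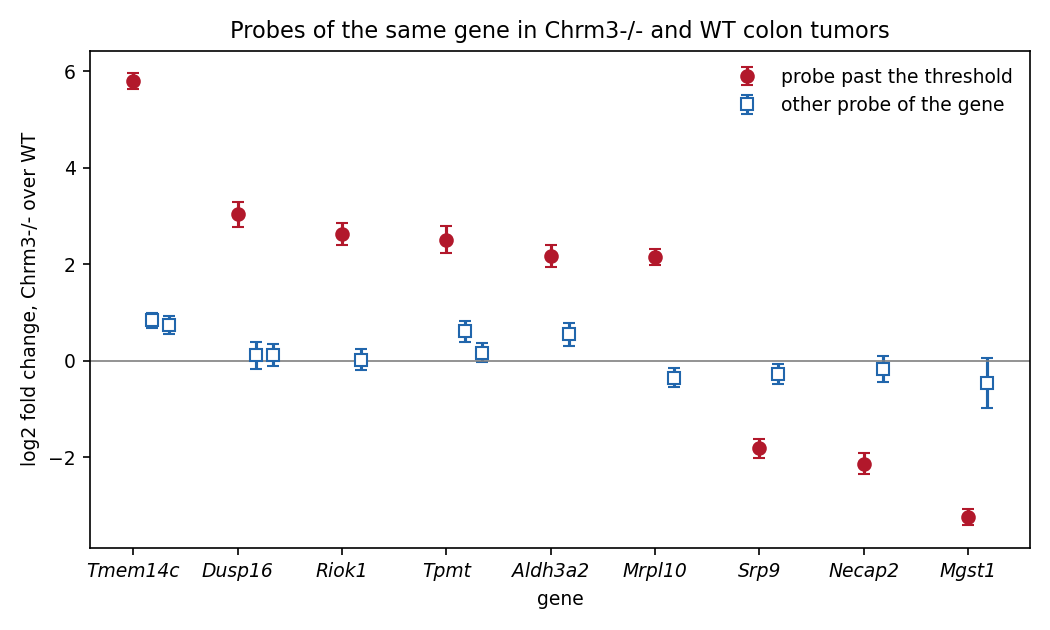
Log2 fold change of *Chrm3*-/- over WT tumors (vertical axis) for the 9 genes (horizontal axis) that passed and had another probe with a mean value of at least 100. Filled circles are the probes that passed and open squares the other probes of the same gene, and bars are standard errors.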

There were large changes in expression of some genes. 

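*Fcer1g* encodes the gamma chain shared by Fc receptors of myeloid and mast cells. Its probe read 1134 ± 224 (SD, n = 3) in WT tumors and under 2 in all 3 *Chrm3*-/- tumors, at least 22.5-fold lower (adjusted p = 0.00127 from limma). It had the lowest log2 fold change of the 22641 probes, -4.51 (standard error 0.20). *Tmem14c*, a mitochondrial membrane protein of heme synthesis, was read by 3 probes. The first rose from 6.39 ± 3.37 to 3076 ± 244 (SD, n = 3 each), which is 55.4-fold on the scale of value + 50 and the highest log2 fold change of all probes, 5.79 (standard error 0.16, adjusted p = 9.66e-05). The other *Tmem14c* probes read 951 ± 129 and 882 ± 51.8 (SD, n = 3 each) in WT tumors and 1734 ± 75.5 and 1526 ± 275 (SD, n = 3 each) in *Chrm3*-/- tumors. Their log2 fold changes were 0.84 (standard error 0.16, adjusted p = 0.241) and 0.74 (standard error 0.18, adjusted p = 0.524). Other markers of macrophages, myeloid cells and mast cells did not move with *Fcer1g*. The 23 of them that were measured had a median log2 fold change of -0.02 (SD 0.52, range -0.81 to 1.23) and none passed by itself. Among them *Fcgr1*, a receptor that needs the gamma chain, had -0.35 (standard error 0.16), *Tyrobp*, an adaptor of related receptors, -0.29 (standard error 0.35), and *Kit*, the growth factor receptor of mast cells, 0.86 (standard error 0.45). *Fcer1g* had a single probe in the annotation used here, so that no other probe of the gene could be compared.

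**Figure D3:**
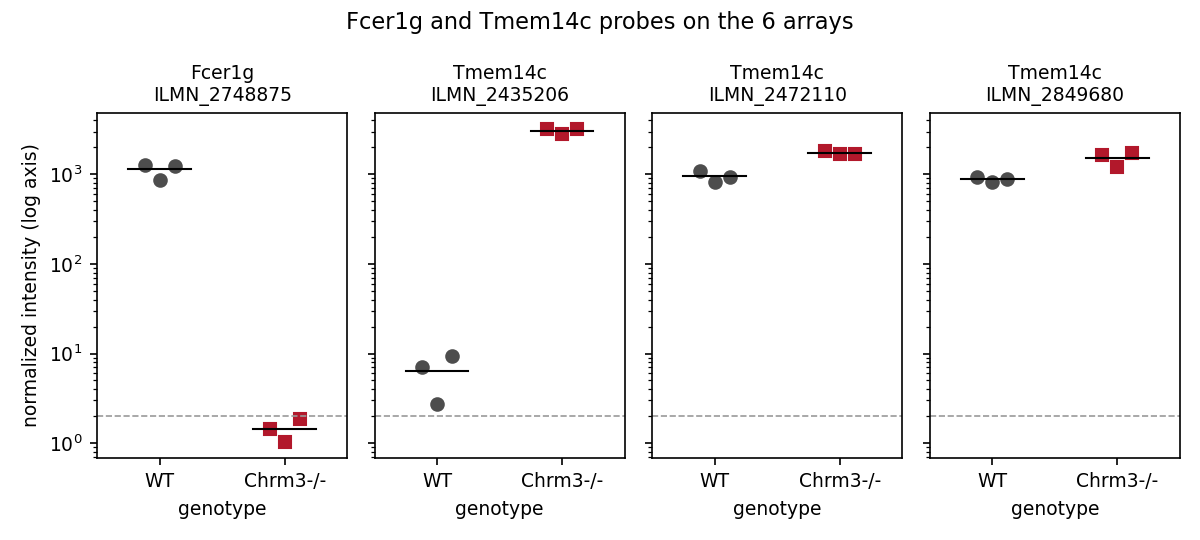
Normalized intensity (vertical log axis) of the *Fcer1g* probe and the 3 *Tmem14c* probes in WT and *Chrm3*-/- tumors (horizontal axis). Each point is 1 of 3 mice per genotype, short lines are means and the dashed line marks a value of 2, under which a probe was read as not above background.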

*Fcer1g* gene expression was nearly abolished in tumors from *Chrm3*^*-/-*^ compared to those from WT mice whereas *Tmem14C* gene expression was strongly up-regulated (Figure 4A), findings confirmed by qPCR using the same mRNA employed for the microarray analysis (not shown).

**Figure 4:**
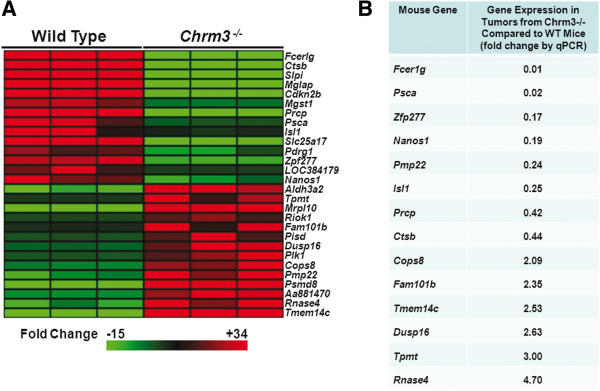
**Analyses of gene expression in tumors from WT and *Chrm3***^***-/-***^**mice. A**: Heat map displaying expression pattern of the 28 genes with the largest changes in expression when comparing tumors from *Chrm3*^*-/-*^ relative to tumors from WT mice. Rows represent genes and columns represent samples. Color intensity denotes the standardized ratio between each value and the average expression of each gene across all samples. Red pixels indicate increased abundance and green pixels decreased abundance of each transcript in the indicated sample. N = 3 mice/ genotype. **B**: Comparison of changes in murine gene expression levels in tumors from *Chrm3*^*-/-*^ mice relative to tumors from WT mice quantified by real time RT-PCR (qPCR). WT, wild-type.

We used qPCR to examine expression of a subset of genes strongly associated with colon neoplasia [25]. *Cyclin D1* expression was unchanged in tumors from *Chrm3*^*-/-*^ mice compared to those from WT mice suggesting that changes in some genes key to intestinal neoplasia occurred prior to the 20-week end-point (Additional file 2). Nonetheless, at the 20-week time-point, expression of both *c-myc* and *β-catenin* in tumors from *Chrm3*^*-/-*^ compared to those from WT mice was reduced 25%, and *Myd88* expression was reduced 32% (Additional file 2). The greatest changes were in *Egfr* and *Cox2* expression, reduced 54 and 70%, respectively, in tumors from *Chrm3*^*-/-*^ mice (Additional file 2). Altered *Egfr* expression was of particular interest since we showed previously that cross-talk between M3R and EGFR is critical for human colon cancer cell proliferation [6] and others showed that Egfr signaling in mice is required for AOM-induced colon neoplasia [26,27]. *COX2* is also over-expressed in human colon neoplasia [28,29] and, in mouse models of intestinal neoplasia, *Cox2 (Ptgs2)*-deficiency attenuates tumor formation [30]. We also confirmed the absence of compensatory increases in *Chrm3* expression in *Chrm1*^*-/-*^ mice that could account for the *Chrm1*^*-/-*^ colon tumor phenotype.

To validate changes in expression of the 28 genes shown in Figure 4A, we extracted additional mRNA from colon tumors from WT and *Chrm3*^*-/-*^ mice and compared gene expression using qPCR. To more effectively separate signal from noise, for this analysis we selected an arbitrary conservative threshold of two-fold or greater changes in mRNA expression. Applying these more stringent criteria, we detected meaningful changes in the expression of mRNA for 14 genes derived from the original 28-gene set (Figure 4A); eight genes were down-regulated and six were up-regulated in tumors from *Chrm3*^*-/-*^ compared to WT mice (Figure 4B). To our knowledge, none of the 14 genes in this ‘core *Chrm3*-dependency gene set’ were previously associated with muscarinic receptor signaling.

### Comparison of gene expression in colon tumors from *Chrm3*^*-/-*^, *Chrm1*^*-/-*^, dual KO and WT mice

To identify novel genes relevant to *Chrm* subtype-dependent differences in colon neoplasia, we used qPCR to measure expression of the core *Chrm3*-dependency gene set shown in Figure 4B using mRNA extracted from tumors from *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice, and then compared expression of these 14 genes to that in tumors from WT mice. Specifically, we sought genes whose expression levels in tumors from *Chrm3*^*-/-*^ and *Chrm1*^*-/-*^ mice compared to those from WT mice were consistent with the different colon neoplasia phenotypes (Figure 2B and C); that is, we thought it important to pursue genes with meaningful changes in expression in tumors from *Chrm3*^*-/-*^ compared to WT mice, but not in tumors from *Chrm1*^*-/-*^ compared to WT mice. Using this approach we identified five candidate mouse genes meeting these criteria - *Tpmt, Prcp, Pmp22, Nanos1* and *Zfp277.* One gene (*Tpmt*) was up-regulated in tumors from *Chrm3*^*-/-*^ mice and four (*Prcp*, *Pmp22*, *Nanos1* and *Zfp277*) were down-regulated (Figure 5A). However, the only change in gene expression that achieved statistical significance was reduced *Zfp277* levels in tumors from *Chrm3*^*-/-*^ compared to those from WT and *Chrm1*^*-/-*^ mice (*P* < 0.05, Figure 5A).

**Figure 5:**
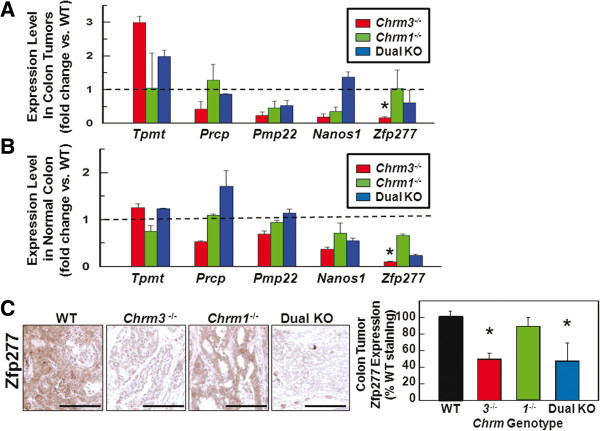
**Expression levels of murine genes quantified by qPCR in tumor and normal colon tissue, and Zfp277 protein expression in tumor sections from WT, *Chrm3***^***-/-***^**, *Chrm1***^***-/-***^**and dual KO mice.A**: Colon tumors. N = 3 mice/genotype. **B**: Normal colon. N = 3 mice/genotype. Shown is the fold difference in gene expression normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) levels in tissue from *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice relative to that in tissue from WT mice. Error bars, S.E. (* indicates *P* < 0.05). **C**: Representative images show immunohistochemical staining with anti-Zfp277 antibody on tumor sections from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice. Graph shows quantification of Zfp277 staining in tumor sections. Data shown represent mean ± S.E. from four mice per genotype (* indicates *P* < 0.05). Size bars = 100 micrometers.

Next, to determine whether similar changes in gene expression occurred in non-neoplastic colon, we used qPCR to compare expression levels of these five candidate genes in normal colon from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice that had not been treated with either AOM or vehicle (Figure 5B). In these experiments, we used expression of an endogenous housekeeping gene, *Gapdh*, as an internal control; *Gapdh* expression did not change significantly in normal colon and tumors across mouse genotypes (not shown). Comparison of the data in Figure 5A and B revealed similar patterns of gene expression in tumors and normal colon tissue for *Prcp, Pmp22, Nanos1* and *Zfp277*, but not for *Tpmt*. Hence, we considered it likely that changes in expression of mRNA for *Tpmt* in tumors resulted from neoplastic transformation irrelevant to regulation by muscarinic receptor signaling; *Tpmt* was excluded from further consideration. Again, the only change in gene expression achieving statistical significance was reduced *Zfp277* levels in normal colon from *Chrm3*^*-/-*^ compared to expression in normal colon from WT and *Chrm1*^*-/-*^ mice (*P* < 0.05, Figure 5B). Based on these collective findings, we selected *Zfp277* for further analysis and excluded *Tpmt, Prcp*, *Pmp22* and *Nanos1* from further consideration as genes relevant to M3R-regulated colon neoplasia.

### Zinc finger protein 277 expression in tumors from WT, M1R- and M3R-deficient mice

To establish the functional relevance of changes in gene expression, we used immunohistochemistry with specific antibodies to interrogate colon tumor sections for changes in Zfp277 protein expression corresponding to changes in *Zfp277* mRNA levels. In colon tumors from WT mice we observed robust Zfp277 staining (Figure 5C). Notably, Zfp277 protein expression was reduced approximately 50% in tumors from *Chrm3*^*-/-*^ and dual KO mice compared to tumors from WT mice (*P* < 0.05) (Figure 5C). As anticipated from the mRNA data, Zfp277 protein expression was the same in tumors from WT and *Chrm1*^*-/-*^ mice (Figure 5C). Taken together, these novel findings identify parallel changes in both gene and protein expression for Zfp277.

### Zinc finger protein 277 is over-expressed in human colon cancer

As an initial exploration of the potential clinical significance of these findings, we searched human expression data sets in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) Profiles database. Specifically, in datasets of human colon cancer compared to adjacent normal colon tissue from the same person we sought information regarding the expression of *ZNF277*, the human analogue of *Zfp277*. This database search yielded only one relevant study of surgical specimens comparing gene expression profiles in colon cancer compared to normal colon [31]. Our *in silico* analysis of this existing dataset revealed that *ZNF277* expression was significantly up-regulated in 33 of 34 colon cancers compared to adjacent normal colon (*P* = 2 × 10^-8^) [31].

We sought to confirm this observation in our lab by interrogating a set of 12 archived colon cancer tissues with adjacent normal colon that had been flash-frozen immediately after surgery at our own institution and stored at -80°C. In Figure 6A, changes in mRNA expression in colon cancer compared to normal colon are depicted in order of increasing *CHRM3* expression (black bars). Although increases in *ZNF277* mRNA were not as robust as those for *CHRM3* mRNA, the expression patterns were very similar (Figure 6A). In these 12 human tissue samples, over-expression of *ZNF277* in colon cancer was contingent upon over-expression of *CHRM3* (Spearman rank correlation coefficient = 0.73).

**Figure 6:**
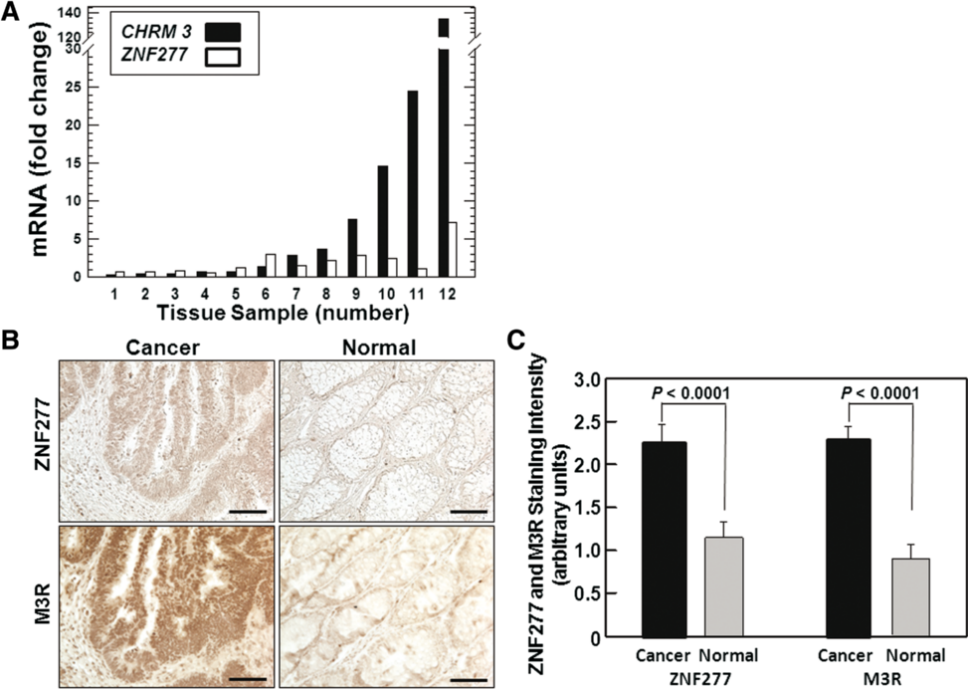
**M3R and ZNF277 gene and protein expression in human colon cancer compared to adjacent normal colon. A**: *CHRM3* and *ZNF277* mRNA levels in 12 sets of colon cancer and adjacent normal colon obtained from the same patients. mRNA levels were first normalized to expression of *β2-microglobulin* and then ranked by increasing levels of *CHRM3* expression. **B**: Representative images show immunohistochemical staining with anti-ZNF277 and anti-M3R antibodies on human colon cancer and adjacent normal colon epithelial tissue. Size bars = 100 micrometers. **C**: Graph shows quantification of ZNF277 and M3R staining in cancer compared to normal colon. Data shown represent mean ± S.E. of 23 sets of colon cancer and adjacent normal colon tissues.

Next, we validated the importance of these changes in gene expression by measuring and comparing M3R and ZNF277 protein expression in an archived set of 23 formalin-fixed paraffin-embedded colon cancer tissues with adjacent normal colon from the same patients. We analyzed these samples immunohistochemically using specific antibodies for M3R and ZNF277 (Figure 6B). As shown in Figure 6C, zinc finger protein 277 and M3R were both significantly over-expressed in cancer compared to adjacent normal tissue. Moreover, as we observed for gene expression, statistical analysis of these human tissue data indicated that over-expression of ZNF277 and M3R protein were also contingent variables; i.e., ZNF277 over-expression was statistically associated with M3R over-expression (*P* = 0.04). Collectively, these data support the novel conclusion that in both murine and human colon cancer, zinc finger protein 277 plays a currently undefined role in M3R-mediated promotion of neoplasia.

## Discussion

Experimental mouse models that mimic clinical and molecular aspects of human colon cancer progression are useful tools to identify novel mechanisms underlying colon neoplasia [24]. Here, to explore the individual roles and interplay between two muscarinic receptor subtypes, we analyzed systematically the effects of *Chrm3* and *Chrm1* gene ablation, alone and in combination, on AOM-induced murine colon neoplasia, a model closely resembling non-hereditary human colon cancer [24]. To gain additional genetic and potentially mechanistic insights, we used a hypothesis-unbiased approach to elucidate concomitant changes in gene expression levels in tumors from WT and M3R-deficient mice.

As anticipated from our previous work [19,20], tumor number and size as well as tumor cell proliferation measured by Ki67 staining were greatly attenuated in AOM-treated *Chrm3*^*-/-*^ compared to WT mice. Based on our previous findings regarding the interplay of M1R and M3R in gastric function [21], we hypothesized that compared to the effects of *Chrm3* gene ablation alone, concurrent ablation of *Chrm3* and *Chrm1* might further attenuate, or even abolish, AOM-induced tumor formation. Instead, we were surprised to observe that *Chrm1* gene ablation alone did not alter tumor formation. We were further surprised to observe that combined *Chrm3* and *Chrm1* knockout mitigated reductions in tumor number and size observed with *Chrm3* knockout alone.

We can draw several novel conclusions from these observations. Whereas work from our [19] and other groups [2-4,7,8] provide strong evidence that M3R acts as a tumor promoter, the present observations newly suggest that in the colon M1R acts as a tumor suppressor. This putative role for M1R is unmasked by combined M1R and M3R deficiency in dual KO mice where tumor formation is similar to that observed in WT mice. Thus, M1R deficiency appears to negate the beneficial effects of knocking out only M3R. This finding may also explain why treating *Apc*^*min/+*^ mice with a non-selective muscarinic receptor inhibitor, scopolamine butylbromide, attenuates intestinal tumor formation less efficaciously than M3R gene ablation [20]. Scopolamine butylbromide treatment blocks both M3R and M1R activation, thereby mimicking combined M3R and M1R deficiency in dual KO mice. These considerations intimate therapeutic promise for a pharmacological approach to block M3R activation while at the same time augmenting M1R activation.

The unanticipated findings regarding the impact of *Chrm3* and *Chrm1* knockout on AOM-induced colon neoplasia provided an opportunity to explore M3R-regulated changes in tumor gene expression. We identified a set of genes expressed differentially in tumors from WT and M3R-deficient mice. Then, we used tumors from M1R-deficient mice as controls to exclude non-specific changes in gene expression due to neoplastic transformation but not a specific consequence of altered M3R expression. We employed a gene microarray comprising 19,100 target genes to identify 430 genes with expression levels significantly altered in tumors from M3R-deficient compared to WT mice (strategy schematized in Additional file 3); a dataset further refined by increasing statistical stringency and using qPCR to validate results. These combined approaches identified 14 promising genes with meaningful changes in expression in tumors from M3R-deficient compared to WT mice (Figure 4B).

We concede this gene discovery approach has limitations. It may have identified only a fraction of the genome; many genes are turned off or encode proteins required for survival in specific amounts that do not change. Also, protein expression may be regulated by mechanisms that do not involve altered mRNA levels. Financial constraints limited expression profiling experiments to a relatively small number of observations under identical conditions and for the same reason limited further investigation of candidate genes to the relatively small subset of 14 genes shown in Figure 4B, thereby reducing statistical power. We may have missed important but subtle changes in gene expression. Even so, we believe that confirmatory results from our qPCR experiments provided reliable measures of changes in the expression levels of this 14-gene subset in both tumors and normal colon from WT, *Chrm3*^*-/-*^, *Chrm1*^*-/-*^ and dual KO mice.

Changes in expression of only one gene, *Zfp277*, achieved statistical significance with matching changes in expression of the corresponding protein. Based on the stringent overall approach (Additional file 3), we are confident that our work identifies a novel role for *Zfp277* as an M3R-regulated gene pertinent to the progression of intestinal neoplasia. Confidence in this conclusion was bolstered by detecting over-expression of both mRNA and protein for ZNF277, the human analogue of *Zfp277*, in human colon cancer samples and, importantly, that this over-expression mirrored that of *CHRM3* and M3R.

Literature and gene bank searches revealed little regarding the function of *ZNF277* (*NIRF4*), which is expressed in multiple tissues, including the proximal colon [32]. The protein product, zinc finger protein 277, is reported to play a role in cellular senescence and protection against genomic instability and cancer [33]. *ZNF277* over-expression is reported in other cancers – chronic lymphocytic leukemia, well-differentiated renal cell carcinoma, and germ cell and endocrine tumors [32]. Hence, a novel, hitherto unrecognized role for *ZNF277* in colon cancer biology is certainly plausible. We found no previous reports of an association between either *Zfp277* or *ZNF277* expression and muscarinic receptor expression or activation. In future work, we plan to use *in vitro* and *in vivo* models to explore the molecular mechanisms underlying the association between M3R and ZNF277 expression.

## Conclusions

Our results identify a novel candidate mouse gene, *Zfp277,* whose expression pattern is compatible with a role in mediating divergent effects of *Chrm3* and *Chrm1* gene ablation on murine intestinal neoplasia. Although finding an association between ZNF277 and M3R over-expression in human colon cancer is reassuring, we do not currently understand the molecular mechanism underlying this interaction. Future work will use both *in vitro* and *in vivo* approaches to address these questions and elucidate the functional role of *ZNF277* and its interaction with M3R in colon cancer. Although it is currently unclear why M3R and M1R, which both signal by stimulating phospholipid turnover and changes in cell calcium [10], have such divergent effects on colon neoplasia, their contrary roles suggest that jointly targeting these receptors may have therapeutic potential. Based on these considerations, we are optimistic that improved understanding of the role of muscarinic receptors in neoplasia will continue to yield novel therapeutic targets for colon cancer.

## Methods

### Animals

*Chrm3*^*-/-*^ and *Chrm1*^*-/-*^ mice were generated from the same mixed genetic background (129S6/SvEvTac X CF1: 50%/50%) as described previously [23,34,35]. Dual KO mice on the same genetic background were generated by mating homozygous *Chrm1*^*-/-*^ and *Chrm3*^*-/-*^ mutant mice [36]. For all experiments, only male mice were used and aged-matched WT mice of the same genetic background served as controls. Mice were housed under identical conditions in a pathogen-free room, had free access to commercial rodent chow and water, and were acclimatized in the vivarium for at least one week before experiments. These studies were approved by the University of Maryland School of Medicine Institutional Animal Care and Use, and the Baltimore VA Research and Development Committees.

### Human tissues

To examine M3R (*CHRM3*) and ZNF277 gene and protein expression, we used archived pre-existing de-identified surgical specimens of colon cancer and adjacent normal colon epithelium (approved by the University of Maryland School of Medicine Institutional Review Board and the Baltimore VA Research and Development Committee).

### Study design

For the initial 6 weeks of treatment, 94 mice (25 WT, 20 *Chrm3*^*-/-*^, 23 *Chrm1*^*-/-*^ and 26 dual KO mice) received weekly intraperitoneal injections of azoxymethane (AOM; Midwest Research Institute; 10 mg/kg body weight) and 21 mice (5 WT, 5 *Chrm3*^*-/-*^, 5 *Chrm1*^*-/-*^ and 6 dual KO mice) received an equal volume of vehicle (phosphate-buffered saline) (Figure 1A). As in our previous study [19], AOM and vehicle treatment in WT, *Chrm3*^*-/-*^ and *Chrm1*^*-/-*^ mice was started when animals were 6-weeks old. In dual KO mice, AOM and PBS treatments were initiated at 12 weeks of age. All animals were euthanized 20 weeks after initiating AOM injections. Colon length was measured, and segments were opened longitudinally and placed flat on microscope slides. Tumors were identified by visual inspection and photographed (Nikon SMZ1500 dissecting microscope). Tumor size was measured using calipers and tumor volume calculated using: volume = ½ (length × width^2^) [37].

### Histological and immunohistochemical staining analysis

Tissues were fixed in 4% paraformaldehyde and paraffin-embedded. Five-micrometer sections were stained with hematoxylin and eosin. Adenomas and adenocarcinomas were defined according to consensus recommendations by the Mouse Models of Human Cancers Consortium [38]. As markers of cell proliferation and apoptosis, we used immunohistochemical staining for Ki67 and activated caspase-3, respectively (antibodies from Cell Signaling Technology). Only complete crypts were evaluated and investigators were masked to genotype and treatment group.

To identify corresponding changes in protein expression for relevant genes identified by microarray and qPCR, formalin-fixed paraffin-embedded tumor sections were immunostained with a specific antibody against both mouse Zfp277 and human ZNF277 from Santa Cruz Biotech (Santa Cruz, CA), and a specific antibody from Alomone Labs (Jerusalem, Israel) against both mouse and human M3R. Tumor sections were examined with a Nikon 80*i* photomicroscope at 200× magnification. Sections were first reviewed and scored by a senior pathologist (CD) masked to tissue origin and immunostaining was then quantified using Image-Pro Plus software (version 5.1; Media Cybernetics, Silver Spring, MD). To minimize variation, all tumor sections were examined and photographed using the same microscope settings.

### Microarray performance and analyses

After resection, murine tissue was immediately stored in *RNAlater* (Ambion) at -80°C. Total RNA was extracted using the RNeasy kit from Qiagen. RNA was digested using the RNase-Free DNase set. The quality of total RNA was tested and confirmed using a Bioanalyzer 2100 (Expression Analysis, Inc., Durham, NC). The microarray assay was performed by Expression Analysis, Inc. using the MouseWG-6 v2.2 Expression BeadChip (Illumina, San Diego, CA). This chip covers the whole mouse genome, > 19,100 unique, curate genes targeting a total of 45,281 transcripts. Results were analyzed using the cubic spline normalization method without background subtraction [39,40]. In comparing changes in mRNA expression in *Chrm3*^*-/-*^ vs. WT mouse colon tumors, statistical significance cutoff levels were set for individual transcripts at *P* ≤ 0.05 (false discovery rate) and enrichment scores ≥ ± 1.3; changes in gene mRNA that met these thresholds were deemed to be differentially expressed. Microarray data represent results of tissue from three different mice per genotype. Results were submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE43444).

### Quantitative RT-PCR (qPCR)

First-strand cDNAs were synthesized from 5 μg RNA (Superscript III First Strand Synthesis System for RT-PCR, Invitrogen). qPCR was then performed using 50 ng cDNA, the SYBR Green PCR Master Mix (Applied Biosystems), and forward and reverse primers (final concentration 0.5 μM in sample volumes of 20 μl). Primers (Additional file 4) were designed to span introns using the National Center for Biotechnology Information nucleotide database SIM-4 gene alignment program and on-line software (http://www.genscript.com/index.html). qPCR was performed using the 7900HT Fast System (ABI) with Power SYBR Green Master Mix (ABI). PCR conditions included 5 min at 95°C followed by 37 cycles of 95°C for 15 seconds, 60°C for 20 seconds, and 72°C for 40 seconds and a final cycle at 95°C for 15 seconds, 60°C for 15 seconds, and 95°C for 15 seconds. PCR data were analyzed using ABI instrument software SDS 2.1. Expression of candidate genes in each group of mice was normalized to *glyceraldehyde 3-phosphate dehydrogenase* (*Gapdh*). For human samples, expression of *CHRM3* and *ZNF277* was normalized to *β*_*2*_*-microglobulin* (*B2M*), a preferable housekeeping gene for analysis of colon cancer [41]. Quantitative qPCR data were evaluated using the comparative *C*_T_ (2^–ΔΔ*C*T^) method [42].

### Statistical analysis

Student’s unpaired *t*-test was used to determine statistical significance. The strength of linear association between two variables was quantified using the Spearman’s rank correlation coefficient and that of non-linear associations by Pearson’s chi-squared test. *P* values ≤0.05 were considered significant.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KC, GX, SK and JPR conceived the study design and designed the experiments. KC, SK, JT, NS and JPR carried out the study. JPR prepared the manuscript. KC, SK and JPR supervised the statistical analysis. KC, GX, SK, CD and JPR revised the manuscript. KC, JH and CD performed the histopathological assessments of animal and human tissue. KC, GX, SK and JPR supervised the interpretations of results and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Delaying initiation of AOM treatment until mice are 12-weeks-old rather than 6-weeks-old does not alter colon tumor number.** Comparison of tumor number (left panel) and tumor volume (right panel) 20 weeks after starting AOM treatment in 6- and 12-week-old WT mice (mean ± S.E.). N represents number of mice per treatment group. Click here for file

Additional file 2 **Comparison of changes in expression of key genes associated with colon neoplasia in tumors from Chrm3**^**-/-**^** mice relative to tumors from WT mice quantified by real time RT-PCR (qPCR).** Click here for file

Additional file 3 **Experimental strategy used to identify changes in gene and protein expression relevant to divergent effects of muscarinic receptor gene ablation on colon neoplasia phenotypes.** The experimental approaches, comparators and yields (outcomes) for each stage of investigation are outlined. An enrichment score of 1.3 is equivalent to a non-log scale value of 0.05. qPCR, quantitative RT-PCR; WT, wild-type; IHC, immunohistochemical analysis. Click here for file

Additional file 4 RT-PCR (qPCR) primers used in this study. Click here for file

# Supplementary material for: Divergent effects of muscarinic receptor subtype gene ablation on murine colon tumorigenesis reveals association of M3R and zinc finger protein 277 expression in colon neoplasia
**Source:** Mol Cancer. 2014 Apr 3;13:77. doi: 10.1186/1476-4598-13-77
**Supplement:** Additional file 2 — Comparison of changes in expression of key genes associated with colon neoplasia in tumors from Chrm3 -/- mice relative to tumors from WT mice quantified by real time RT-PCR (qPCR).

**Additional File 2.** Comparison of changes in expression of key genes associated with colon neoplasia in tumors from Chrm3-/- mice relative to tumors from WT mice quantified by real time RT-PCR (qPCR)

| **Mouse Gene** | **Symbol** | **Gene Expression in Tumors from *Chrm3-/-* Compared to WT Mice (fold-change by qPCR)** |
| --- | --- | --- |
| *CyclinD1* | Ccnd1 | 1.03 |
| *c-myc* | Myc | 0.75 |
| *β-catenin* | Ctnnb1 | 0.75 |
| *Myd88* | Myd88 | 0.68 |
| *Egfr* | Egfr | 0.46 |
| *Cox-2* | Ptgs2 | 0.30 |

WT, wild-type

# Supplementary material for: Divergent effects of muscarinic receptor subtype gene ablation on murine colon tumorigenesis reveals association of M3R and zinc finger protein 277 expression in colon neoplasia
**Source:** Mol Cancer. 2014 Apr 3;13:77. doi: 10.1186/1476-4598-13-77
**Supplement:** Additional file 4 — RT-PCR (qPCR) primers used in this study.

**Additional File 4.** RT-PCR (qPCR) primers used in this study.

| **Mouse Genes** | **Primer Sequence (5’-3’)** | |
| --- | --- | --- |
| *Aa881470* | F | TTGGAGAAACTGCTGGACTG |
|  | R | CTCCATTAAGCAGGGATGGT |
| *Aldh3a2* | F | TTGCAGCTGTGATTGTCAAG |
|  | R | GTGAATTTCCTGGTTTGGGT |
| *Ccnd1* | F | CAACGCACTTTCTTTCCAGA |
|  | R | GACTCCAGAAGGGCTTCAAT |
| *Cdkn2b* | F | CTCCAGCTCGACAAGGAAAT |
|  | R | CAATTCATCACTGGGCTTTG |
| *Cops8* | F | GAGACTGTGCAGCCAATCAT |
|  | R | TTTCACAGCCTCTTCCACAG |
| *Ctnnb1* | F | CCTGAGGGTACCTGAAGCTC |
|  | R | GCTTGAGTAGCCATTGTCCA |
| *Ctsb* | F | ATGACAAGCCTTCCTTCCAC |
|  | R | GACAGTGCCACACAGCTTCT |
| *Dusp16* | F | GTGCCTGTGAATGACAGCTT |
|  | R | TGGATAAGCACACAGCCATT |
| *Egfr* | F | CCACGCCAACTGTACCTATG |
|  | R | CACAATCCCAGTGGCAATAG |
| *Fam101b* | F | TATAGTCCCGAACCCAGCAT |
|  | R | GACAGAGTCTCGGTGAGCAG |
| *Fcer1g* | F | ACTCAAGATCCAGGTCCGAA |
|  | R | AAGCACGTCTGTTCTGAAGC |
| *Gapdh* | F | ACAACTTTGGCATTGTGGAA |
|  | R | GATGCAGGGATGATGTTCTG |
| *Isl1* | F | GCTTTGTTAGGGATGGGAAA |
|  | R | CGAAGTCGTTCTTGCTGAAG |
| *Loc384179* | F | GGGTGCAACTTATGGCAAG |
|  | R | CTCAAAGTCCCACAATGGC |
| *Mglap* | F | TCTCACGAAAGCATGGAGTC |
|  | R | TAGCTCGCCACCTCTGCT |
| *Mgst1* | F | AGTTTGTTCGCACTGACGAG |
|  | R | GTGCATGAGGGCTGTAGAGA |
| *Mrpl10* | F | GAAATGGTGCGGGTCTTAAA |
|  | R | GCTGAGGATGGTGTCATCAA |
| *Myc* | F | CAGCAGCGACTCTGAAGAAG |
|  | R | GACTCCGACCTCTTGGGA |
| *Myd88* | F | TAGAGCTGCTGGCCTTGTTA |
|  | R | GCCACCTGTAAAGGCTTCTC |
| *Nanos1* | F | TGCCTAAGAAAGCACTGTGG |
|  | R | GACAAATGCAGGCTAAAGCA |
| *Pdrg1* | F | GATGTGATGGTTTGCTTTGG |
|  | R | TCCGCAGCCTTTCTATTTCT |

| *Pisd* | F | AAACAATGCCACTGGTTTCC |
| --- | --- | --- |
|  | R | AGCCTGGCTACAGCTTCCTA |
| *Plk1* | F | GAGACCTACCTCCGGATCAA |
|  | R | CTCGTCATTGAGCAACTCGT |
| *Pmp22* | F | GCAGAACTGTACCACATCCG |
|  | R | CTGGCAGAAGAACAGGAACA |
| *Prcp* | F | CCTTTGGTCAGGACTCCTTC |
|  | R | AAATCAGCCAGAGCCTGTTC |
| *Psca* | F | CCACCTACTTAGCCCTGCAT |
|  | R | TGTTCATCTGTGCTGTGCAT |
| *Psmd8* | F | GTGCAAAGACATTCCCTCCT |
|  | R | GCAGGAAGAGGAGATTGAGG |
| *Ptgs2* | F | AGCCTTCTCCAACCTCTCCT |
|  | R | CAGGGATGAACTCTCTCCGT |
| *Riok1* | F | TTCGACTTCGTCACAGATCC |
|  | R | TCCTCTGGGATGCTATTTCC |
| *Rnase4* | F | GGAGCCTCTAGCTTCACACC |
|  | R | AGAGCAGAAGCAAGGACTGAG |
| *Slc25a17* | F | GGGTTTGTAGCAGGAGTGGT |
|  | R | CTGCAGCTTCAGTCTGGTGT |
| *Slpi* | F | CAAGTGCGTGAATCCTGTTC |
|  | R | GCACTTGTATTTGCCGTCAC |
| *Tmem14c* | F | AGCTACATCTGGGACCTTGG |
|  | R | GCTGTTACGGATGAGGTGAA |
| *Tpmt* | F | GAAATTGCTGGAGCCAAAGT |
|  | R | TGCTCCTCTATCCCAAATCC |
| *Zfp277* | F | GAAGCACATGATTATCGAGCA |
|  | R | AATCAGTGATGGGCTGTTCA |
| *Chrm3*  F TGGTGTGTTCTTCCTTGGAC  R ACCCAGGAAGAGCTGATGTT  **Human Genes Primer Sequence (5’-3’)** | | |
|  | | |

*B2M*  F GAGGCTATCCAGCGTACTCC

R ATGGATGAAACCCAGACACA

*CHRM3*  F TGGTTTGATGCTCCTACCTG

R AGGACAGAGGAGTGGACCAG

*ZNF277* F ACAGCAGCAAGAACGAAATG

R TGGCAATCCAATGTTGAAAG

How the deposited data were processed for this re-analysis (not part of the article)

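Gene expression was measured in colon tumors of AOM-treated mice, 3 WT and 3 *Chrm3*-/-, with 1 Illumina BeadChip array per mouse. By the methods, the authors normalized the probe intensity values by cubic splines without background subtraction, and the deposited table gives them on a linear scale, with the same distribution on each array.  The lowest ranks of each array hold evenly spaced values under 2 in place of measured signals, so dim probes give only bounds. A table of signals before normalization has 6 columns whose names match no sample, and these 6 columns were not used here. The design fixed before the data were examined called for quantile normalization of those signals, so the deposited normalized intensities took their place.

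The intensities were analyzed as log2(value + 50). The offset was chosen after the form of the values and those of a few genes had been seen, before any test was run, and several offsets and filters were tried in exploration without changing that choice. No detection p-values were used, and the probes with a mean log2 value at or above the median were tested, 22641 of 45281. Each probe was fitted in limma 3.58.1 (R 4.3.3) with genotype as the only term, by lmFit and eBayes with a trend, with 4 residual and 2.87 prior degrees of freedom, and p-values were two-sided and adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. The median standard error of a log2 fold change was 0.19. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. The limma step was tested on 5 simulated sets of 22641 probes, with 250 changed probes at each size of change. It recovered 43.2%, 84.4%, 92.8% and 94.8% of probes changed by log2 values of 1, 2, 3 and 4, and 5.74% of its calls were false. These shares hold for the simulated sets and do not measure recovery on the 6 arrays. There, some changes beyond a log2 value of 3, such as those of *Rnase4* and *Slpi*, did not pass.

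Probes were named through the platform annotation, in which 34885 probes had 1 symbol, 18 had several and 10378 were not listed. Of the former, 34818 were matched to the gene table of GRCm38.p6, which updated the symbols of 10 probes and gave chromosomes. Named genes were those of the text, Figure 4 and Additional files 2 and 4, the muscarinic receptor genes, the 10 probes with the largest rise and the 10 with the largest fall among those that passed without overlap of the genotypes, and up to 4 members with the smallest p in each gene list described. *Mki67* had no probe named here. *C9orf72*, *Srp9*, *Celsr1* and *Tbc1d10c* passed outside this rule and are named because the paper does not discuss them. A gene of Figure 4A was represented by its brightest tested probe, and counts by its most changed probe are given beside it.

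Before the data were examined, 53 gene lists of pathways and cell types were written, and 712 of 778 symbols were matched. The 51 lists with enough tested members were tested with camera at a preset correlation, with an estimated correlation, and with fry. Genes that passed were compared with the rest for their place on chromosome 13, which carries *Chrm3*, by Fisher's exact test. Alternatives were a plain log2 scale, other offsets and filters, no filter, the replicate number as a block, a variance model without a trend, arrayWeights, the methods' t-test, averaged probes, other thresholds, and leaving out each array in turn. The human samples, qPCR, immunostaining and tumor counts of the paper were not analysed here.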

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

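The tests of other probes of the same gene and the tests of tissue composition and of a genotype effect in *Chrm3*-/- replicate 1 were chosen only after the result was seen. So were the exact interval of a share and the comparison on a plain log2 scale within *Zfp277* and *Tbc1d10c*. The tests of other splits, of chromosome and distance, of myeloid markers and of the label were chosen before.

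Of the 23 genes that passed, 6 are not discussed in the paper, and this drew attention to them. Their log2 fold changes were -2.45 for *Zcchc9*, which was under 2 in all *Chrm3*-/- tumors and so at least 5.44-fold lower, -1.96 for *C9orf72*, -2.13 for *Necap2*, -1.81 for *Srp9*, -1.93 for *Celsr1* and -1.59 for *Tbc1d10c*. In the real grouping of the arrays 28 probes passed, and the highest of the other splits had 0. Only 1 of the 10 splits, the real one, gave as many, and with 10 splits a share under 0.05 cannot be reached. At an unadjusted p of 0.05 in limma the real split had 1091 probes, and other splits had up to 1362.

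Some of the probes that passed may record a difference at the probe itself, such as a strain variant under it or 1 transcript form. Another probe with a mean value of at least 100 was there for 9 genes. In 9 of 9 its log2 fold change was under 50% of that of the probe that passed (median ratio 0.14). The bound of 0.5, taken to mark a change of the whole transcript level, was set after the result was seen. Apart from that of *Mrpl10*, these other probes had the same sign as the probe that passed. The paper reports qPCR changes of at least 2-fold in additional mRNA for 14 of the 28 genes of Figure 4A, among them *Tmem14c*, *Dusp16*, *Tpmt* and *Zfp277*, and such a change would not come from the array probe alone. It could still come from 1 transcript form. The rest of the 28 did not reach 2-fold, and *Pmp22* was lower by qPCR but higher on the array. Of the genes the paper followed across genotypes, *Tpmt* among them, only *Zfp277* reached significance. Linkage to *Chrm3*, with a different strain of origin around the deleted gene, could account for at most 4 of the 23 genes, *Tmem14c*, *Zcchc9*, *Riok1* and *Tpmt*, which lie on chromosome 13 against 435 of 12176 tested genes (Fisher's exact test, odds ratio 5.72, 95% interval 1.41 to 17.3, p = 0.00829), which did not pass with no filter (p = 0.0637), with values of at least 2 on all 6 arrays (p = 0.194), without WT replicate 3 or *Chrm3*-/- replicate 3 (p = 0.103 each), for genes at an unadjusted p under 0.05 (odds ratio 1.27, p = 0.172) or for the 100 largest changes (odds ratio 1.75, p = 0.170). By distance in GRCm38.p6, 0 of the 23 lay within 10 or 20 megabases of *Chrm3* (41 and 118 tested genes) and 3 within 40 megabases (Fisher's exact test, odds ratio 9.34, p = 0.00566). By the methods the mice had a mixed genetic background, so strain differences unlinked to *Chrm3* can lie on any chromosome, and these were not tested. For the 14 genes with no other probe as bright the question was left open. On a plain log2 scale the dimmer *Zfp277* probe fell nearly as far as the probe that passed (-2.32 against -2.83). The dimmer *Tbc1d10c* probe went the other way (0.81 against -3.61), at values of 6.67 ± 4.77 in WT and 29.0 ± 43.0 in *Chrm3*-/- tumors (SD, n = 3 each).

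*Chrm3*-/- replicate 1 stood apart from the other arrays, and non-tumor mucosa and lymphoid tissue in its sample are a candidate explanation, since absorptive colonocyte markers had a median of 1.76 above the other 5 arrays (log2), with B cell markers at 1.47, although smooth muscle markers, at 2.07, are not covered by it. In the other 2 *Chrm3*-/- arrays the colonocyte markers had a median of -0.29 relative to WT (SD 0.63), against 1.68 in replicate 1. This argues against an effect of the genotype shared by all *Chrm3*-/- tumors. An effect of the genotype that reaches only some tumors was not ruled out, since so few arrays cannot show it. For a mislabelled sample, replicate 1 lay nearer the other *Chrm3*-/- arrays at 26 of the 31 probes that passed without it, or 83.9%. This missed the bound of over 90% set in advance, but a WT tumor under this label would lie on the WT side at most of them, which that share argues against. Its exact 95% interval, computed after it was seen, was 66.3% to 94.5%. The interval treats probes of 1 array as independent, so it does not measure the uncertainty about this sample. A sample of another kind from a *Chrm3*-/- mouse was not ruled out.

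The loss of the *Fcer1g* signal could come from fewer myeloid and mast cells in *Chrm3*-/- tumors, but the other markers of these cells had a median log2 fold change of -0.024 (SD 0.52), against -4.51 for *Fcer1g*, which argues against it. The paper states that qPCR of the same mRNA also showed the near loss of *Fcer1g*, which a difference at the array probe alone would not give. A change of *Fcer1g* within such cells stays open.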

How the results depend on the processing

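Offsets of 16 and 100, filters on values of at least 2 and lists without the genes of Figure 4A were chosen after seeing the data. Of the alternatives to the count of 28 probes (23 genes), a plain log2 scale gave 44 (35), no filter 12 (11), arrayWeights 252 (197, 127 probes higher and 125 lower, with a warning that the weights did not converge and a weight of 6.12 for *Chrm3*-/- replicate 3), the methods' t-test 9 (7), an unadjusted p 1091 (818), an unadjusted p with at least 1.3-fold 849 (637) and the methods' t-test without adjustment 1238 (960). Averaging the probes of a gene gave 15 genes. Leaving out 1 array gave 4 to 31 probes (3 to 27 genes), with 6, 5 and 4 probes without WT replicates 1, 2 and 3, 31, 24 and 4 without *Chrm3*-/- replicates 1, 2 and 3, and 22 and 16 of the 28 probes shared without *Chrm3*-/- replicates 1 and 2. With the replicate number as a block, 1 probe (1 gene) passed, *Tmem14c*, and arrays of the same number did not deviate together (r of -0.15, -0.03 and 0.02), so that the block reflects only a shared number. It gave no value for the chromosome test. By the brightest probe of the genes of Figure 4A, 10 passed, 0 with the replicate block, 2 with the methods' t-test and 1 to 10 when 1 array was left out. With any probe 17 passed, 10 with no filter, 1 with the replicate block, 4 with the methods' t-test and 3 to 16 when 1 array was left out. The odds ratio on chromosome 13, 5.72, did not pass with no filter (5.61), with values of at least 2 on all 6 arrays (2.61), at an unadjusted p (1.27) or for the 100 largest changes (1.75), and ran from 4.73 to 27.1 when 1 array was left out, failing without WT replicate 3 or *Chrm3*-/- replicate 3. The *Chrm3* probe kept its side of the threshold in all settings in which it was tested. Of the gene lists 15 passed, 8 with arrayWeights, 0 with an estimated correlation and 7 to 16 when 1 array was left out, lowest without WT replicate 1. The Wnt list turned upward without *Chrm3*-/- replicate 1 (adjusted p = 0.132, lowest and highest over the arrays left out 0.000748 and 0.177) and the macrophage list without *Chrm3*-/- replicate 2 (adjusted p = 0.783, lowest 0.000955). Probes that never passed changed sign, with these ranges of the log2 fold change when 1 array was left out: *Mgst1* -0.97 to 0.14 and *Dusp16* -0.11 to 0.36, both turned without *Chrm3*-/- replicate 2, *Riok1* -0.13 (without *Chrm3*-/- replicate 2) to 0.19, *Pisd* -0.033 (without *Chrm3*-/- replicate 2; -0.01 without *Chrm3*-/- replicate 3) to 0.15, *Myc* -0.31 to 0.26 (without *Chrm3*-/- replicate 1; 0.02 without WT replicate 3), *Ctnnb1* -0.30 to 0.23 (without *Chrm3*-/- replicate 1; 0.03 without WT replicate 1) and *Myd88* -0.23 (without *Chrm3*-/- replicate 1; -0.002, -0.004 and -0.08 without WT replicate 1, WT replicate 2 and *Chrm3*-/- replicate 3) to 0.35. With arrayWeights *Riok1* turned to -0.26, *Myc* to 0.30 and *Ctnnb1* to 0.15. Over named genes and settings, 574 values kept direction and side of the threshold, 151 lost their call, 6 gained one and 16 changed sign. The *Tmem14c* probe with the largest rise kept its call in every setting run, and *Fcer1g* in every one but the replicate block and the filter on values of at least 2 on all 6 arrays, which removes it. The cause was not tested. Cubic spline, neqc and median scaling, a detection filter and a block on the code group of the labels were not run, the last because its correlation could not be estimated. No code was shared between the genotypes, so a difference tied to the code cannot be told apart from genotype. Values near the floor limit the folds of dim probes.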

Differences from the paper's values

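The tally by the most changed probe of a gene was not among the tests set before the data were examined. The paper's count of probes is 474, against 28 here, and the paper's count of genes is 430, against 23. The paper's stated thresholds are a false discovery rate of 0.05 and an enrichment score of 1.3, which it equates with a value of 0.05, and the count here used the adjusted p alone. For the probes, each of the alternatives set before the data were examined also differed, with 44 on a plain log2 scale, 12 with no filter, 1 with the replicate block, 31 without a trend, 252 with arrayWeights, 9 with the methods' t-test, 1091 at an unadjusted p, 28 at an adjusted p with at least 1.3-fold, 849 at an unadjusted p with at least 1.3-fold, 1238 by the methods' t-test without adjustment and 4 to 31 when 1 array was left out. For the genes, an unadjusted p with at least 1.3-fold gave 637, within 1.5 times the paper's count, and the other alternatives differed, with 35, 11, 1, 27, 197, 7, 818, 23 and 960 in the order above, 15 with averaged probes and 3 to 27 when 1 array was left out. The paper's count of transcripts on the array, 45281, equals the number of probes here, and its 19100 genes stand beside 19053 distinct symbols.

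The paper shows 14 genes at either end of Figure 4A, and 19 of the 26 measured here ranked among the 14 highest or lowest probes. Of these 26, all lay in the direction of the heat map by the most changed probe, and 25 by the brightest, *Mrpl10* being the exception at -0.35. Figure 4A shows *Pisd* and *Fam101b* among the genes with the largest rise, where the largest values here were 0.15 and 0.35. The genes *Slpi*, *Psca*, *Isl1*, *Pdrg1*, *Nanos1*, *Rnase4* and *Pmp22*, which the paper shows, did not pass here, but with arrayWeights *Slpi* (-3.78, adjusted p = 0.00813), *Psca* (-2.68, adjusted p = 0.0162), *Nanos1* (-1.71, adjusted p = 0.0459), *Rnase4* (6.79, adjusted p = 0.00757) and *Pmp22* (2.39, adjusted p = 0.0196) did, as did a second *Tmem14c* probe (0.81, adjusted p = 0.0217). The weights of that fit did not converge, and *Chrm3*-/- replicate 3 had a weight of 6.12, against 0.256 and 0.386 for *Chrm3*-/- replicates 1 and 2. The heat map shows *Pmp22* higher in *Chrm3*-/- tumors and the paper's qPCR in Figure 4B shows it lower, and the array values here were 2.83 and 0.12. For *Tmem14c*, the paper's qPCR fold in Figure 4B lies nearer those of the other probes than that of the probe that passed.

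Among the genes of Additional file 2, the paper reports lower *Myc*, *Ctnnb1*, *Myd88*, *Egfr* and *Ptgs2* by qPCR and little change of *Ccnd1*. On the array none passed, with log2 fold changes of -0.09 for *Myc*, -0.10 for *Ctnnb1*, 0.01 for *Myd88* at its brightest probe, -0.52 for *Egfr* and -0.81 for *Ccnd1*, and the probes of *Ptgs2* were too dim to be tested. The other *Myd88* probe lay opposite to the paper's qPCR, under 2 in all WT and at 168 ± 91.5 (SD, n = 3) in *Chrm3*-/- tumors, at least 3.91-fold higher (adjusted p = 0.157).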

Other observations

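The tests of the lists without the genes of Figure 4A were chosen only after the result was seen. Genes of red blood cells lay below WT in *Chrm3*-/- tumors, all 6 of them, with a median log2 fold change of -1.44 (camera, adjusted p = 0.000197, and adjusted p = 0.752 with an estimated correlation). By array, their medians relative to the WT mean were -2.24, 0.13 and -2.23 on *Chrm3*-/- replicates 1, 2 and 3, so that replicate 2 was not lower, and -0.67 on WT replicate 1. None passed by itself, and the globin genes *Hbb-bt* and *Hba-a1* both had -1.84, with standard errors of 0.80 and 0.82. Neutrophil genes had a median of -0.73 over 9 members (adjusted p = 0.0229, and adjusted p = 0.752 with an estimated correlation), with *S100a8* at -2.14 (standard error 0.84) and *Lcn2*, an iron-binding defense protein, at -2.90 (standard error 1.37). Their call was lost without WT replicate 1 (adjusted p = 0.177), without *Chrm3*-/- replicate 1 (adjusted p = 0.153, median -0.46), without *Chrm3*-/- replicate 2 (adjusted p = 0.0849), with no filter (adjusted p = 0.154) and with arrayWeights (adjusted p = 0.655). Antimicrobial and Paneth cell genes had a median of -1.25 over 9 members (adjusted p = 0.020, and adjusted p = 0.752 with an estimated correlation). Their call was lost without WT replicate 2 (adjusted p = 0.0914), without *Chrm3*-/- replicate 2 (adjusted p = 0.750), with arrayWeights (adjusted p = 0.833) and without the genes of Figure 4A (adjusted p = 0.107), and on *Chrm3*-/- replicate 3 their median lay above WT (0.42). *Reg3b*, a lectin against bacteria, had -1.94 (standard error 0.62), while *Ang4*, another antimicrobial protein, had 3.19 (standard error 1.48), and neither passed. Genes of the immediate early response and of ERK feedback had a median of -0.36 (adjusted p = 0.0229, and adjusted p = 0.752 with an estimated correlation), with *Dusp4*, an ERK phosphatase, at -1.21 (standard error 0.52) and *Egr3* at 0.83 (standard error 0.40). That call was lost without WT replicate 1 (adjusted p = 0.327), *Chrm3*-/- replicate 2 (adjusted p = 0.0592) or *Chrm3*-/- replicate 3 (adjusted p = 0.130), with no filter (adjusted p = 0.0701) and with values of at least 2 on at least 3 arrays (adjusted p = 0.0588), and the median was -0.23 without *Chrm3*-/- replicate 1.

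Targets of p53 had a median of -0.34 over 12 members (adjusted p = 0.0176), tuft cell genes 0.18 over 6 (adjusted p = 0.0266) and housekeeping genes -0.11 over 9 (adjusted p = 0.0468), and none of these members passed alone. With an estimated correlation the adjusted p was 0.752 for each of these. The p53 call was lost without WT replicate 1 (adjusted p = 0.321), *Chrm3*-/- replicate 1 (0.101) or *Chrm3*-/- replicate 3 (0.0915), and the tuft call without WT replicate 3 (0.0984) or *Chrm3*-/- replicate 1 (0.104), on a plain log2 scale (0.202), with no filter (0.0877) and with arrayWeights (0.0808). The housekeeping call was lost without WT replicate 1 (0.169), WT replicate 2 (0.0914), *Chrm3*-/- replicate 1 (0.132, median -0.061) or *Chrm3*-/- replicate 2 (0.145), on a plain log2 scale (0.0687), with an offset of 16 (0.0527), with no filter (0.156), with values of at least 2 on at least 3 arrays (0.0588), with arrayWeights (0.395), with averaged probes (0.529) and without the genes of Figure 4A (0.0540). The lysosome list (median -0.19, adjusted p = 0.0226) and the macrophage list (median -0.17, adjusted p = 0.0249) rested on *Ctsb*, *Prcp* and *Fcer1g*, with adjusted p = 0.761 and 0.343 without the genes of Figure 4A, and 0.752 and 0.964 with an estimated correlation. The lysosome call was lost without WT replicate 1 (adjusted p = 0.0809) or *Chrm3*-/- replicate 2 (0.260) and with arrayWeights (0.106). The macrophage call was lost without WT replicate 1 (adjusted p = 0.152), WT replicate 3 (0.187) or *Chrm3*-/- replicate 2 (0.783, upward), with arrayWeights (0.575) and with values of at least 2 on all 6 arrays (0.358), with a median of -0.31 without *Chrm3*-/- replicate 1. Genes of cell proliferation had a median of -0.12 over 19 members (adjusted p = 0.955), and 0.048 without *Chrm3*-/- replicate 1, *Plk1* being the 1 that passed. Without *Chrm3*-/- replicate 1, MHC class II genes (median -0.62, adjusted p = 0.000222), the interferon response (-0.47, adjusted p = 0.000922) and MHC class I genes (-0.79, adjusted p = 0.00253) passed as lower, which they did not with all 6 arrays, and no list passed with an estimated correlation.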
